# Whole genome expression profiling associates activation of unfolded protein response with impaired production and release of epinephrine after recurrent hypoglycemia

**DOI:** 10.1371/journal.pone.0172789

**Published:** 2017-02-24

**Authors:** Juhye Lena Kim, Edmund F. La Gamma, Todd Estabrook, Necla Kudrick, Bistra B. Nankova

## Abstract

Recurrent hypoglycemia can occur as a major complication of insulin replacement therapy, limiting the long-term health benefits of intense glycemic control in type 1 and advanced type 2 diabetic patients. It impairs the normal counter-regulatory hormonal and behavioral responses to glucose deprivation, a phenomenon known as hypoglycemia associated autonomic failure (HAAF). The molecular mechanisms leading to defective counter-regulation are not completely understood. We hypothesized that both neuronal (excessive cholinergic signaling between the splanchnic nerve fibers and the adrenal medulla) and humoral factors contribute to the impaired epinephrine production and release in HAAF. To gain further insight into the molecular mechanism(s) mediating the blunted epinephrine responses following recurrent hypoglycemia, we utilized a global gene expression profiling approach. We characterized the transcriptomes during recurrent (defective counter-regulation model) and acute hypoglycemia (normal counter-regulation group) in the adrenal medulla of normal Sprague-Dawley rats. Based on comparison analysis of differentially expressed genes, a set of unique genes that are activated only at specific time points after recurrent hypoglycemia were revealed. A complementary bioinformatics analysis of the functional category, pathway, and integrated network indicated activation of the unfolded protein response. Furthermore, at least three additional pathways/interaction networks altered in the adrenal medulla following recurrent hypoglycemia were identified, which may contribute to the impaired epinephrine secretion in HAAF: greatly increased neuropeptide signaling (proenkephalin, neuropeptide Y, galanin); altered ion homeostasis (Na+, K+, Ca^2+^) and downregulation of genes involved in Ca^2+^-dependent exocytosis of secretory vesicles. Given the pleiotropic effects of the unfolded protein response in different organs, involved in maintaining glucose homeostasis, these findings uncover broader general mechanisms that arise following recurrent hypoglycemia which may afford clinicians an opportunity to modulate the magnitude of HAAF syndrome.

## Introduction

Profound or recurrent hypoglycemia (RH) leads to increased morbidity and mortality with acute and chronic symptomatology and is a major public health problem in diabetic patients ([1], [2], [3]). Normally, counter-regulatory hormones (i.e. glucagon, epinephrine, cortisol, and growth hormone) oppose the actions of excessive insulin to reverse falling or dangerously low plasma glucose levels. Recurrent insulin-induced hypoglycemia blunts the counter-regulatory response (CRR) and the patient becomes unaware of the danger, a condition known as Hypoglycemia Associated Autonomic Failure or HAAF ([4], [5]). Interestingly, HAAF can be induced in healthy subjects, is observed in newborn infants with congenital hyperinsulinism, and can be demonstrated in animal models indicating that it represents a maladaptive physiologic response rather than a disease consequence of diabetes ([6], [7], [8], [9], [10], [11]).

The central nervous system mechanisms that contribute to HAAF have been extensively studied in humans and in animal models. Increasing evidence indicates their dominant role in the detection of hypoglycemia and initiation of CRR ([12], [13], [14], [15], [5], [16], [17], [18], [19], [20]). However, peripheral components of the sympathoadrenal system are also directly affected by RH ([21,22,23,24,25]). The molecular fundamentals underlying the defective counter-regulation remain elusive ([13]).

We have recently shown that the initial rise in tyrosine hydroxylase (TH; the rate limiting enzyme in the catecholamine biosynthesis) gene transcription, phosphorylation of the TH enzyme and induction of protein kinase A (PKA) activity in the adrenal medulla (AM) of normal Sprague-Dawley (SD) rats are similar whether measured during an acute single episode of hypoglycemia or during RH (an animal model of HAAF, [10]). This is consistent with normally functioning signaling between the CNS and the peripheral components of the sympathoadrenal system ([25]). However, the adrenal medulla’s cellular capacity to synthesize catecholamines was impaired in animals experiencing RH. This was evident by lower levels of adrenal TH mRNA attributed to enhanced degradation ([26], [27]) as well as accelerated inactivation of TH enzyme and lack of accumulation of TH protein at later time points following RH; all of which alone or collectively could affect the accumulation of epinephrine for release and indeed, correlated with attenuated epinephrine blood levels ([11], [25]). Given that the release and production of catecholamines in response to trans-synaptic stimulation is sustained for prolonged periods of time *in situ* ([28,29], [24]), but not during HAAF *in vivo*, additional regulatory factors or processes must exist in the intact animal to account for this ([30], [27], [26], [31]). To ascertain the widest possibilities of gene networks that may be involved in these mechanisms, we performed a whole genome expression analysis of adrenal medullary responses.

## Materials and methods

### Animals

Adult, male Sprague—Dawley rats weighing 285-320g with jugular vein (JV) and carotid artery (CA) catheter implants were purchased from Harlan Laboratories, Inc. Indianapolis, IN. Animals were individually housed in temperature (22°C) and humidity-controlled rooms and allowed access to food (regular rat chow, Agway Prolab 3,000; Syracuse, NY) and water ad libitum unless otherwise specified. The animals were acclimated to the animal facility and to handling for 3–4 days before experiments. Animal care and experimentation conformed to the Public Health Service Guide for Care and Use of Laboratory Animals and American Veterinary Medical Association Panel on Euthanasia Guidelines, and were approved by the Institutional Animal Care and Use Committee at New York Medical College.

#### Antecedent treatments

The animals were randomly assigned to one of two experimental groups: sham-treated (recurrent saline injections twice daily at 9 am and 1 pm, 2RS) and insulin-treated (subjected to recurrent insulin-induced hypoglycemia twice daily, 2RH, see Fig 1). All treatments were for three consecutive days followed by a hyperinsulinemic-hypoglycemic glucose clamp on day 4. Antecedent hypoglycemic episodes were induced by intraperitoneal (i.p.) injection of regular human insulin (Humulin R, Eli Lilly, Indianapolis, IN) at a dose of 2 IU/kg body weight ([10], [11], [25]). Food was removed in all groups for 3 h after each insulin or saline injection. Blood glucose was monitored from tail nick samples using a handheld glucometer (AlphaTrak, Abbott Laboratories, Chicago, IL) every 30 minutes throughout each episode of hypoglycemia in 2RH group in order to achieve nadir glucose levels between 40 and 50 mg/dL (2.22–2.77 mmol/L).

**Fig 1:**
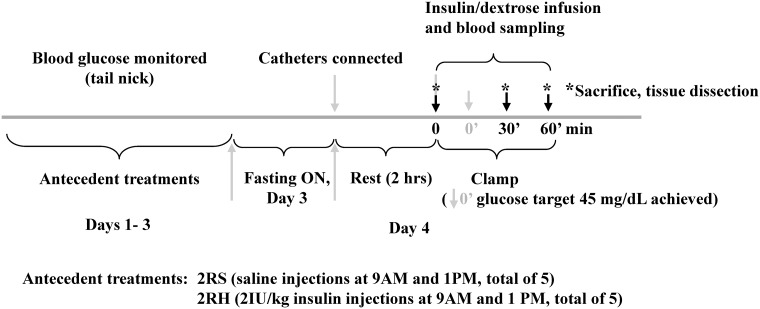
Experimental design. The schematic represents the basic protocol and the time line of the experiments. Before the antecedent treatments, a period of habituation was planned to minimize any external influences from travel and new housing. Body weight was monitored on a daily basis for each animal during the experiments.

Animals from the 2RS group were also subjected to the same treatments, except for the saline injections instead of insulin to avoid differences in any additional stress exposure (Fig 2). Hypoglycemia was terminated by providing the animals with solid food. Only one injection was given in the morning on the third day and the animals were fasted overnight before the glucose clamp studies began on the fourth day. The weight of each animal was monitored on a daily basis to ensure wellbeing and achievement of comparable nutrition.

**Fig 2:**
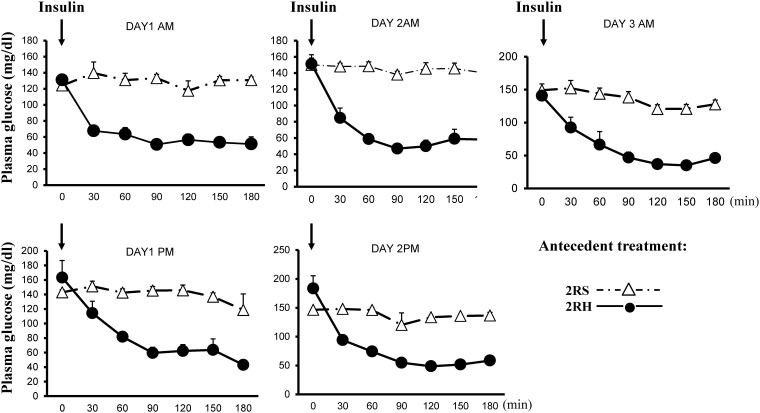
Blood glucose levels during the antecedent treatments on days 1–3. The values (mg/dL) are expressed as mean ± SE, n = 6.

#### Hyperinsulinemic-hypoglycemic clamp

On the day of the experiment, the vascular catheters were connected to extension sets to minimize the stress from blood sampling via CA and dextrose/insulin infusion via JV ([25]). Animals were rested at least 2 hours before baseline sampling in order to let them recover from handling stress. A constant infusion of regular human insulin (50 mIU/kg/min; Eli Lilly) and a variable 20% dextrose infusion were started at 0’ and plasma glucose levels were monitored every 5 min (GM9 Analyzer, Analox Instruments Ltd, London, UK) to guide dextrose infusion. Plasma glucose levels were lowered to 45 mg/dL (2.5mmol/L) and maintained at this target until the end of the clamp study (Fig 3, [25], [11]). Blood samples were collected at 30 min intervals throughout the study, plasma was separated immediately and stored for subsequent hormonal analyses. Following each sample collection, the erythrocytes were resuspended in an equivalent volume of artificial plasma and infused back into the animal through the carotid artery to prevent volume depletion and anemia ([32], [11]). The animals (n = 6 per time point per group) were sacrificed either before (at 0 time point—baseline) or during (30’ and 60’ after achieving the target glucose levels) the clamp procedure with an overdose of sodium pentobarbital, followed by decapitation (Fig 1). The adrenal medullae were dissected and immediately frozen on dry ice. The tissues were stored at -80°C until further analyses.

**Fig 3:**
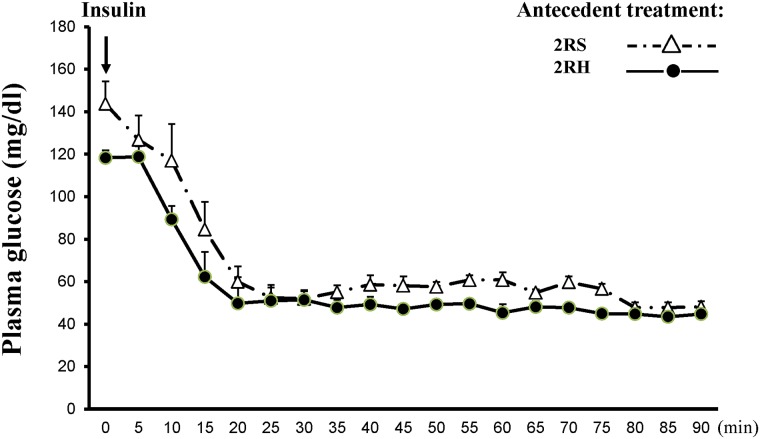
Plasma glucose concentrations during the hyperinsulinemic-hypoglycemic glucose clamp. The values (mg/dL) for twice-daily saline control (2RS) and twice daily RH groups (2RH) are shown as mean ± SE, n = 6 for each experimental group.

### Hormone analyses

Plasma hormone concentrations (glucagon and insulin) were determined using commercially available radioimmunoassay kits from Linco Research, St. Charles, MO and Diagnostic Products, Los Angeles, CA ([33]). For measurement of catecholamine concentration, serum samples were analyzed using a competitive enzyme immunoassay (Rocky Mountain Diagnostics, Colorado Springs, CO) as described ([34], [11], [25]).

### Western blot analyses

Total protein extracts were prepared from each right adrenal medulla sample as described ([35]). Protein lysates were separated on 10% SDS- PAGE, electroblotted onto a nitrocellulose membrane (BioRad; Hercules, CA) and incubated with validated primary antibodies overnight (anti-Grp78 rabbit polyclonal antibody, dilution 1:1000 from GeneTex, cat. # GTX113340, Irvine CA; rabbit polyclonal anti-Derlin1- dilution 1:5000, ThermoFisher Scientific cat. # PA1-16598, Rockford, IL; rabbit polyclonal anti-TH—dilution 1:4000, from Novus Biologicals cat. # NB300-109, Littleton, CO). After incubation with secondary antibody (Goat Anti-Rabbit IgG, from Pierce, Rockford IL; diluted 1:30000) the immune reaction was visualized by enhanced chemiluminescent substrate from Pierce, utilizing a horseradish peroxidase label and Kodak XAR- 5 film, as described by the manufacturer. Blots were re-probed with primary antibody for housekeeping protein GAPDH (a rabbit polyclonal antibody from Sigma, St. Louis, MO, product number G9545) to confirm equal loading. The blots were exposed to autoradiography and the X-ray films were scanned and quantified with BioRad Quantity One software. For quantification, we always used a signal in the linear range. The ratios of immunoreactivity were calculated for each sample and the results are presented as fold induction compared to the corresponding control group on the same Western blot ([25]).

### Whole genome expression profiling

Total RNA was isolated from each left adrenal medulla sample by using RNA STAT-60 (Tel-Test, Inc, Friendswood, TX) and further purified as per Affymetrix^®^ guidelines. Pooled samples from each experimental group and each time point (n = 6 each) were subjected to microarray analyses using Rat Genome 230 2.0 array, Affymetrix (analyses performed at Yale Center for Genome Analysis, New Haven, CT). Microarray data was imported to Partek^®^ software for normalization by GCRMA methods, quantification of gene expression, and statistics. Genes showing altered expression with fold change >2 or <-2 were exported for functional annotation, pathway and comparison analysis by MetaCore^®^ (Thomson Reuter). Genes that are unique to each experiment group at different time point, and genes that overlap between any comparing groups were identified. The expression levels of selected genes were confirmed by real time RT-PCR analyses as described before ([25]). Raw and quantile-normalized microarray data and an associated project metadata file are available through the NCBI-GEO repository, access number GSE82145.

### Statistics

One-way analysis of variance (ANOVA) or repeated measures ANOVA, followed by a Neuman-Keuls post hoc analysis were used as appropriate. Statistics were performed using Sigma STAT/Plot software version 12 (Sigma, San Jose, CA). All data were expressed as means ± SE, P≤ 0.05.

## Results

### Plasma glucose and hormone levels

The experimental design of the current study is illustrated on Fig 1. RH was produced by twice daily i.p. injections of insulin (2IU/kg) for 3 days as we described before ([11], [25]). The target blood glucose levels during the antecedent insulin treatments were 45–50 mg/dL in the 2RH experimental group (see time course of blood glucose decline on Fig 2). There were no significant differences in blood glucose levels between individual animals (n = 6) in the 2RH group at any time point tested. Control animals received saline (2RS group). After overnight fast all animals (from both, 2RH and 2RS groups) were subjected to hyperinsulinemic-hypoglycemic clamp on day 4. A set of animals from both experimental groups were sacrificed at baseline (before insulin infusion, 0 time point). Once target plasma glucose levels between 40–45 mg/dL for each individual animal were achieved (0’ time point), a set of animals from each study group were sacrificed 30 (time point 30’) and 60 minutes later (time point 60’ on Fig 1) and tissues were dissected for analyses as described in the methods section of the manuscript. There were no significant differences in the plasma glucose levels between individual animals from each group and between the groups at each time point studied during the clamp (Fig 3). Also, plasma insulin concentrations were measured and found not significantly different between 2RH and 2RS groups at baseline and at the end of the clamp (data not shown), ensuring that the rats were exposed to the same glucose and insulin stimuli and only differed in the antecedent history between the comparison groups. Baseline serum concentrations of epinephrine and glucagon were also measured prior to the initiation of the clamp on day 4 (Fig 4A and 4B) and no significant difference was found between both experimental groups. Both epinephrine and glucagon levels rose significantly as insulin infusion began in both groups. However, the magnitude of the rise was significantly attenuated in 2RH group as expected, thus confirming proper implementation of the HAAF model. Corticosterone responses were also evaluated, which increased significantly from the baseline values during the clamp in both groups and did not display significant differences between the groups (results not shown).

**Fig 4:**
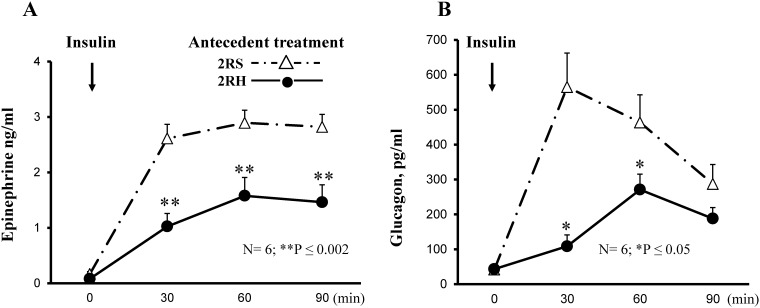
Plasma hormonal responses during the hypoglycemic clamp. A) Epinephrine (ng/ml) and B) glucagon (pg/ml) responses in twice daily recurrently hypoglycemic (2RH) rats and in the corresponding saline group (2RS). Data are summarized from three independent experiments, n = 6 animals per group. Values are shown as mean ± SE, *p <0.05 or **p<0.002 vs. corresponding control at given time point.

### Differential gene expression profiles triggered by acute hypoglycemia and RH

To identify potential cellular targets during acute hypoglycemia and RH, we used microarray technology allowing genome-wide simultaneous measuring of changes in gene expression. 

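Gene expression in the left adrenal medulla was analysed here for 2 groups, both taken 30 min after the target glucose was reached in the clamp on day 4. The 2RH30 rats had received insulin at 2 IU/kg 2 times per day over 3 days, and the 2RS30 rats had received saline. On day 3 only 1 injection was given, according to the methods of the paper. RNA from 6 rats of each group was pooled and hybridized to 1 Affymetrix rat genome array per group, a short oligonucleotide array that reads most genes through 1 or more probe sets. With 1 array per group no difference has a replicate check, so no p-value is given and all values are differences between these 2 pools. The arrays taken at baseline and at 60 min were not analysed here. The sample labels give a clamp target of 40 to 50 mg/dL, whereas the methods of the paper give 45 mg/dL and its results 40 to 45 mg/dL.
The deposited values were produced by the authors, whose submission names Affymetrix Expression Console; the summarization method is not given in the sources used here. They are read as log2 values from their range. Of 31099 probe sets, 57 array controls were set aside. A single gene was named by 20826 of the other 31042 probe sets, which gave 14217 genes, and each gene was read from its probe set with the highest mean level. A total of 3226 probe sets were 2-fold or more higher in 2RH30 than in 2RS30, and 3751 were 2-fold or more lower. Without dim probe sets, those under the median of both arrays, 2834 were higher and 1745 lower, and with 1 probe set per gene 1630 were higher and 1368 lower.
The 2 arrays differed in technical measures as well. The bioB control, a bacterial transcript added to the hybridization mix, had a difference of -3.25 on the log2 scale, 2RH30 minus 2RS30 as for all differences here, and the brighter cre control one of -0.41. Values were spread more narrowly in 2RS30, with an SD of 1.28 over probe sets against 1.57 in 2RH30. The median difference went from -0.38 in the dimmest of 20 level bins to 0.49 in the brightest. Differences of genes and gene lists are therefore given as deposited and, in most cases, also after this trend was removed by lowess, called level-adjusted. Level-adjusted differences from the 2 brightest probe sets of a gene had a correlation of 0.05 across 2539 genes whose probe sets were not dim. The SD between probe sets of a gene was 0.79 at mean levels of 5 to 7 and 0.55 at higher levels. It serves below as a yardstick for a single gene, although it holds no spread between animals or pools. Many probe sets exceed it, as the SD of the differences over all probe sets was 0.86. Among genes whose probe sets that were not dim went the same way, the 10 highest include Kdm6b, a histone demethylase, at 3.04 (level-adjusted 2.84), from 4.72 in 2RS30 to 7.76 in 2RH30. Fzd4, a Wnt receptor, differed by 3.55 (level-adjusted 3.23), but by 0.14 (level-adjusted -0.04) in its other probe set. The 10 lowest include Hells, a chromatin remodeler, which read 6.20 in 2RS30 and 2.55 in 2RH30. The latter lies under the 5th percentile of that array, 3.16, so the size of its difference is uncertain. Kdm6b and Hells have 1 probe set each, so the condition on direction could not fail for them.

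**Figure D1:**
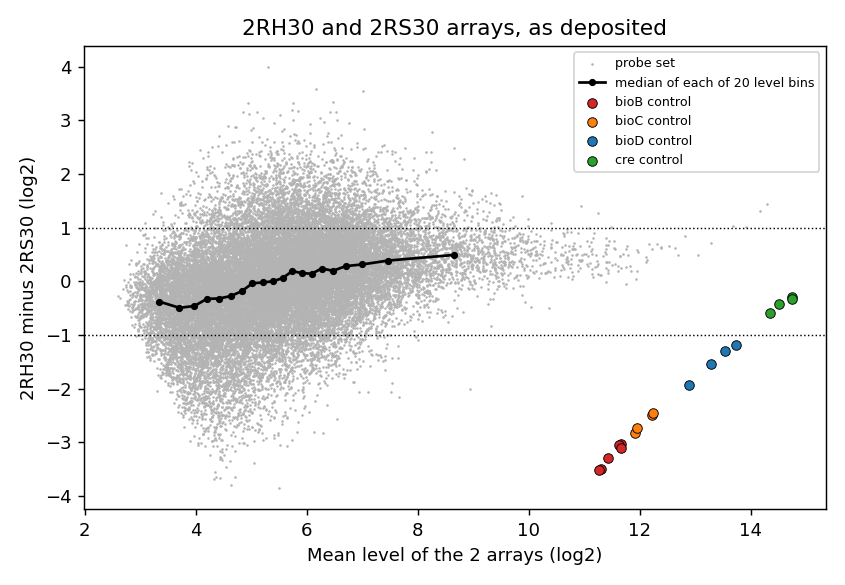
Difference between 2RH30 and 2RS30 (log2, vertical axis) against the mean level of the 2 arrays (log2, horizontal axis) for each probe set (grey), with the median of each of 20 level bins (black) and the hybridization controls (coloured). Dotted lines mark a 2-fold difference. The bin medians go from -0.38 in the dimmest bin to 0.49 in the brightest, and the bioB controls lie between -3.51 and -3.03.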

Total RNA was isolated from individual AM samples, pooled from 6 animals for each specific time point/experimental group and subjected to microarray analysis as described in methods. Differentially expressed genes (DEGs) were identified and ranked according to significant up-regulation or down-regulation of two fold or more (*P≤ 0.05). Fold-change criteria combined with a minimum *P*-value cut off derived from an appropriate *t*-test is considered a straightforward method for identifying DEGs ([36]).

At baseline (0 time point—before insulin infusion on day 4, see Fig 1) a total of 167 genes were significantly altered in the 2RH group (vs. 2RS group): from them, 72 were up-regulated and 95 were down-regulated (top 10 genes for each category listed on Table 1, for complete list of DEGs see S1 Table). During the hyperinsulinemic-hypoglycemic clamp, the number of genes affected by RH increased. 30 min after achieving the target plasma glucose levels total of 728 transcripts were significantly altered, 402 up-regulated and 326 down-regulated (2RH30 vs. 2RH0). At 60 min these numbers were 933, 515 and 418 respectively; Table 2, S2 Table. In animals exposed to acute hypoglycemia (2RS group) a total of 1,122 transcripts were found significantly altered at the 60’ min time point, 620 up-regulated and 502 down-regulated (2RS60 vs 2RS0).

**Table 1:** DEGs with highest fold change by RH at baseline (2RH0 vs. 2RS0).

Gene Title	Gene Symbol	RefSeqTranscript ID	Fold change
Neurotensin	Nts	NM_001102381	↑106.364
Proenkephalin	Penk	NM_017139	↑29.329
Galanin/GMAP prepropeptide	Gal	NM_033237	↑15.726
Neuromedin U	Nmu	NM_022239	↑11.486
Lipocalin 2	Lcn2	NM_130741	↑9.038
TIMP metallopeptidase inhibitor1	Timp1	NM_053819	↑8.067
VGF nerve growth factor inducible	Vgf	NM_030997	↑7.745
Prolactin releasing hormone	Prlh	NM_022222	↑6.515
Pro-neuropeptide Y-like	NPY	NM_012614	↑5.201
Myosin heavy chain B	MyhB	NM_001100485	↑5.089
Neurotrophic tyrosine kinase receptor type 1	Ntrk1	NM_021589	↓4.15
Cleavage and polyadenylation specific factor 4	Cpsf4	NM_001012351	↓3.528
Bradykinin receptor B2	Bdkrb2	NM_001270713	↓3.465
Kelch-like family member 8	Klhl8	NM_001105995	↓3.378
Centrosomal protein 95kDa	Cep95	NM_001013862	↓3.378
Sodium channel, voltage gated type III beta	Scn3	NM_139097	↓3.359
Diphthamide biosynthesis 1	Dph1	NM_001105809	↓3.088
Ubiquitin specific peptidase	Usp3	NM_001025424	↓3.077
cAMP response element modulator	Crem	NM_001110860	↓3.017
Hyaluronan and proteoglycan link protein 4	Hapln4	NM_001108398	↓2.977

**Table 2:** DEGs with highest fold change by RH at 60 min (2RH60 vs. 2RS60).

Gene Title	Gene Symbol	RefSeqTranscript ID	Fold change
Gamma-2a immunoglobulin heavy chain	IgG-2a	XM_002727307	↑11.336
Protein phosphatase 2, regulatory subunit B, alpha	Ppp2r2a	NM_053999	↑6.732
Chemokine (C-X-C motif) ligand 10	Cxcl10	NM_139089	↑5.259
RT1 class Ia, locus A2	RT1-A2	NM_001008829	↑3.779
Interferon regulatory factor 7	Irf7	NM_001033691	↑3.717
Lipocalin 2	Lcn2	NM_130741	↑3.431
Anillin, actin binding protein-like 1	Anln1	XM_006222448	↑3.197
Cytochrome P450 family 2C popypeptide 7	Cyp2c7	NM_017158	↑2.897
Suppressor of cytokine signaling 3	Socs3	NM_053565	↑2.874
Transcription elongation factor B (SIII), polypeptide 1	Tceb1	NM_001270561	↑2.696
Suppression of tumorgenicity 18	St18	NM_153310	↓6.019
AT rich interactive domain 1B	Arid1b	NM_172157	↓5.436
Paternally expressed 10	Peg10	XM_006224893	↓4.761
Yippee-like 4 (Drosophila)	Ypel4	NM_001024369	↓3.930
Regulator of G-protein signaling 4	Rgs4	NM_017214	↓3.722
Neuregulin 1	Nrg1	NM_001271118	↓3.592
K^+^voltage-gated channel subfamily G	Kcng3	NM_001033957	↓3.367
G protein-coupled receptor 19	Gpr19	NM_080579	↓3.330
Calcyon neuro-specific vesicular protein	Caly	NM_001190399	↓3.239
Protein phosphatase 2, regulatory subunit B’ epsilon isoform	Ppp2r5e	NM_001106740	↓3.212

We also performed a comparative analysis between the differentially expressed genes in adrenal medulla during acute hypoglycemia and RH. While a variety of comparisons can be drawn from the data set, our aim was to detect changes unique to RH at different time points. The results from two of the comparisons are illustrated on Fig 5. A relatively small number of DEGs was identified to be overlapping (common) between the animals exposed to acute hypoglycemia (2RS) and RH (2RH) (25, listed on Table 3, S1 Table). Several genes were up-regulated at both baseline (before insulin infusion on day 4) and 60 min after achieving the target glucose levels during the hyperinsulinemic-hypoglycemic clamp. A total of 16 were down-regulated and the expression of one gene (Get4, Goldgi to ER traffic protein 4) was induced at the 0 time point and inhibited at the 60 min time point (shown in bold on the Table 3). A total of 167 genes were identified as unique for the 2RH0 group (animals with previous history of RH) at baseline, both induced (72) and suppressed (95) compared to the 2RS0 experimental group. At the 60 min time point the number of unique genes in the 2RH60 group (vs. maximal response group 2RS60) increased to a total of 213 (51 up-regulated and 162 down-regulated, respectively), see S1 Table.

**Fig 5:**
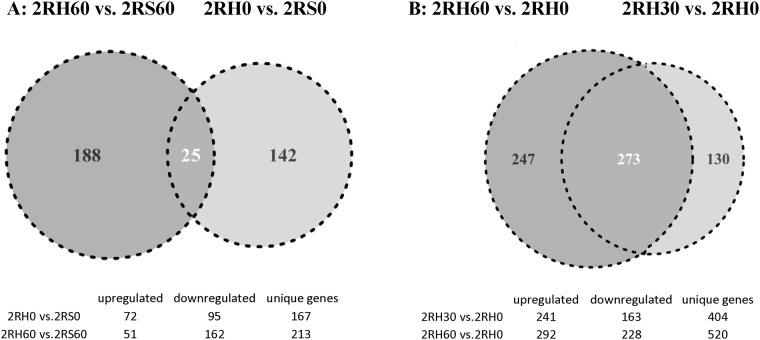
Venn diagrams of differentially expressed genes. A) Comparative analysis of DEGs in the 2RH0 and 2RH60 groups vs their respective saline controls (2RS0 and 2RS60); B) Comparative analysis of DEGs in 2RH groups—2RH30 and 2RH60 vs 2RHO respectively.

**Table 3:** List of common DEGs during acute hypoglycemia and RH.

Gene Title	Gene Symbol	2RH0/2RS0	2RH60/ 2RS60
anillin	Anln	↑4.36	↑3.19
Chemokine (CXC) ligand 10	Cxcl10	↑3.02	↑5.25
gamma-2a immunoglobulin heavy chain	IgG-2a	↑4.69	↑11.33
lipocalin 2	Lcn2	↑9.038	↑3.43
RT1 class 1a, locus A2	RT1-A2	↑2.62	↑3.78
transcription elongation factor B, polypeptide 1	Tceb1	↑2.31	↑2.69
bradykinin receptor B2	Bdkrb2	↓3.46	↓2.29
Calcyon neuron-specific vesicular protein	Caly	↓2.66	↓3.24
caspase 6	Casp6	↓2.36	↓2.25
diphthamide biosynthesis 1	Dph1	↓3.09	↓2.83
ELAV like RNA binding protein 1	ElavL1	↓2.03	↓2.13
glutamyl-prolyl-tRNA synthase	Eprs	↓2.37	↓2.11
**Goldgi to ER traffic protein 4**	**Get4**	↑**2.1**	↓**2.46**
Guanine nucleotide binding protein α activating polypeptide 0	Gnao1	↓2.48	↓2.53
hyaluronan and proteoglycan link protein 4	Hapln4	↓2.98	↓2.17
neurotrophic tyrosine kinase receptor type 1	Ntrk1	↓4.15	↓2.17
parkinson protein 2, E3 ubiquitin ligase	Park2	↓2.42	↓2.84
regulator of G-protein signaling 4	Rgs4	↓2.29	↓3.72
SAP domain containing ribonucleoprotein	Sarnp	↓2.44	↓2.3
solute carrier family (Na/K/Ca exchanger), 2	Slc24	↓2.02	↓2.13
solute carrier family 6 (neurotransmitter transporter), 4	Slc6a4	↓2.03	↓2.17
tetraspanin	Tspan18	↓2.04	↓2.02

The comparison between RH samples taken at different time points before and during the clamp revealed a total of a 404 genes affected at 30 min (241 induced and 163 down-regulated) and these numbers further increased to 520 at 60 min (Fig 5B). From them, 273 genes were common (overlapping) for all conditions, and 130 genes were unique for 2RH30 experimental group and 247 for the 2RH60 group, suggesting dynamic changes in the adrenal transcriptome during the hyperinsulinemic clamp.

### Enrichment analysis of differentially expressed genes

To define which biological processes are switched on or off during RH, we performed gene enrichment analysis in four different functional ontologies: canonical pathway maps, process networks, disease categories and gene ontologies (GO) using MetaCore^™^. This allowed us to analyze functionally related genes (for example, genes belonging to a specific biochemical process) as a whole. The results for unique DEGs in the RH group are shown on Fig 6. Among the top 10 process networks (2RH0 vs.2RS0) were neuropeptide signaling and endoplasmic reticulum (ER) stress pathways (Fig 6A). RH predominantly affected genes involved in cell adhesion, synaptic contact, calcium transport, transmission of nerve impulse and synaptic vesicle exocytosis. Most of them were significantly down-regulated compared to the maximal response group 2RS60 (animals exposed acute hypoglycemia, see distribution by process networks for unique genes shown on Fig 6B).

**Fig 6:**
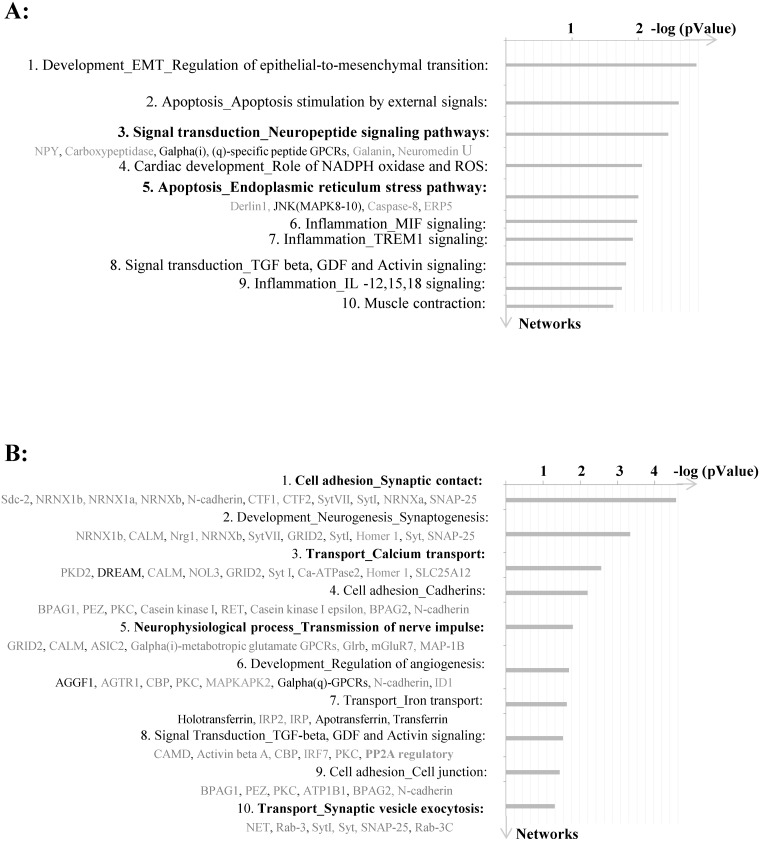
Enrichment analysis of DEGs in 2RH and 2RS experimental groups. A) Shown is the distribution by process networks at 0 time point (2RH0 vs. 2RS0) and B) at 60 min time point (2RH60 vs. 2RS60). Sorting is done for unique genes and both signals (induced genes—shown in red and repressed genes—in blue) included. Top 10 process networks are listed based on their—log (p-value). For list of abbreviations see supplemental file S1 Text.

We also followed the dynamic changes in adrenal gene expression during the hyperinsulinemic-hypoglycemic clamp. The results for 2RH group are illustrated on Fig 7 (distribution by process networks for overlapping genes in the 2RH group, comparison on Fig 5B). Several key process categories were affected by RH including protein folding in normal condition, apoptosis/ apoptotic nucleus and signaling/leptin signaling. Interestingly, number of genes associated with the unfolded protein response (UPR) were induced at different time points of RH. Among these were mRNAs encoding Derlin-1, Cebpb, (member of the CHOP family of proteins) as well as several chaperons (such as members of the heat shock protein family- Hsp22, Hsp70, Hsp40; as well as Tor1A and Tcp1). Fig 8 summarizes UPR pathways with the genes detected with altered expression in our analysis (shown in bold).

**Fig 7:**
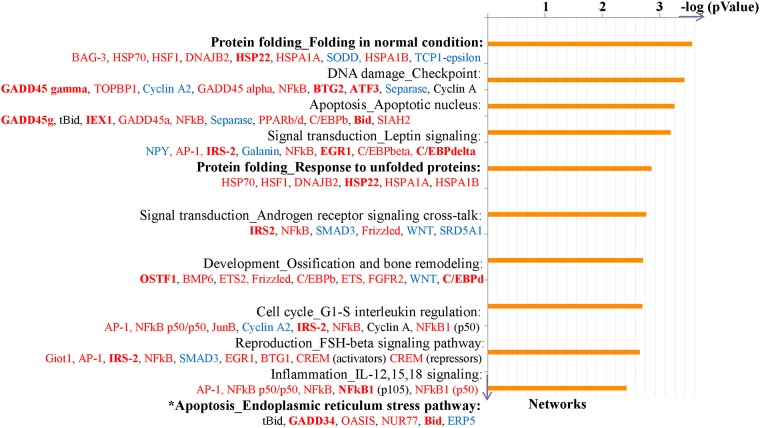
Functional analysis of DEGs at different time points following RH. The distribution by process networks is shown, with top 10 significantly enriched GO items for differentially-expressed common genes in 2RH30 vs 2RH0 and 2RH60 vs 2RH0. For list of abbreviation see S3.

**Fig 8:**
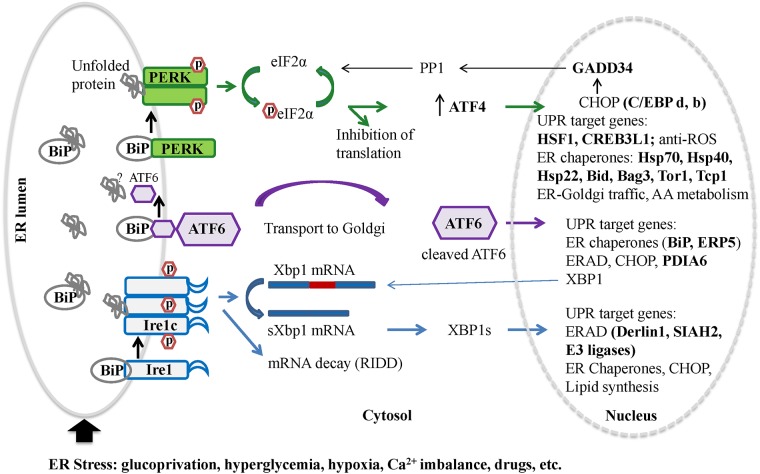
RH induces the unfolded protein response in rat adrenal medulla. A schematic of the unfolded protein response in mammals is presented. In resting cells all three ER stress sensors are inactive due to association with Grp78. Accumulation of unfolded proteins leads to dissociation of Grp78 and activation of IRE1, ATF6 and PERK which reprogram transcription and translation in a concerted manner to restore homeostasis: increase the transcription of genes involved in protein folding (ATF6 and IRE1 signaling), attenuate global protein synthesis (PERK) by phosphorylating translation initiation factor 2 (eIF2a) while promoting the translation of ATF4. ATF4 controls the expression of CHOP, which in turn induces GADD34 –a negative feedback loop effector that terminates UPR signaling by recruiting protein phosphatase1 catalytic subunit resulting in dephosphorylation of eIF2a and recovery of protein synthesis ([37]). Selected genes affected only by RH in our experiments are indicated in bold.

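At the 30 min time point, gene lists for branches of the UPR were compared between 2RH30 and 2RS30. A separate list of heat shock genes, which is not a list for a UPR branch, was compared as well. Of 24 measured genes of the PERK-ATF4 branch, 1 was 2-fold or more higher in 2RH30 (Phgdh, an enzyme of serine synthesis, at 1.11 on the log2 scale, level-adjusted 0.93) and 1 was 2-fold or more lower (Slc7a11, a cystine transporter, at -1.45, level-adjusted -1.60). Level-adjusted, 0 were higher and 2 were lower by 2-fold or more. The median difference of this list was 0.29 as deposited and 0.23 level-adjusted. Of 34 measured ER chaperones and ERAD components, 6 were 2-fold or more higher and 1 was lower, and level-adjusted 2 and 2, with the highest value for the ERAD adaptor Sel1l (2.22, level-adjusted 1.99) and the lowest as deposited for the ubiquitin ligase Syvn1 (-1.05, level-adjusted -1.01). Level-adjusted, the ERAD component Derl2 was lower still (-0.93 as deposited, level-adjusted -1.11). Their median was 0.38 as deposited and -0.03 level-adjusted, so that its sign depends on the adjustment. Of 24 measured heat shock genes, 6 were 2-fold or more higher and 1 was lower, and level-adjusted 3 and 1. The 6 include Hspd1 and Hspe1, the mitochondrial chaperonins, at 1.20 and 1.10 (level-adjusted 0.67 and 0.58). Dnajb1, a co-chaperone of Hsp70, was higher by 2.12 (level-adjusted 1.87), and Ahsa1, a co-chaperone of Hsp90, had a difference of -1.38 (level-adjusted -1.74). The heat shock median was 0.59 as deposited and 0.26 level-adjusted.
As a description of these 2 arrays, each median was placed among those of 10000 random gene lists of the same size and level. The PERK-ATF4 list lay at percentile 79.4, the ER list at 71.7 and the heat shock list at 97.9. Level-adjusted, they lay at percentiles 89.1, 37.7 and 95.6. The paper states that RH induces the UPR in the adrenal medulla (Fig 8), from the UPR genes altered in its own comparisons and from protein. Its Western blots showed Grp78 in the 2RH group but not in the 2RS group, and raised Derlin-1 at baseline (Fig 9). Protein was not analysed here.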

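Of the UPR genes that the study names as affected 19 were measured at 30 min. As deposited, 18 had a higher value in 2RH30 than in 2RS30, 3 of them by 2-fold or more, and 1 had a lower value. Level-adjusted, 11 were higher and 8 lower, and again 3 were higher by 2-fold or more and 0 were lower by that much. Ppp1r15a, which encodes the feedback phosphatase subunit GADD34, differed by 0.64 (level-adjusted 0.28). Bag3, a co-chaperone, differed by 0.83 (level-adjusted 0.53). Bid, a proapoptotic gene, differed by 0.16 (level-adjusted -0.06) in its brighter probe set and by 1.59 (level-adjusted 1.45) in the other.
The median over the 19 genes was 0.64 as deposited, at percentile 96.0 of the random lists, and 0.28 level-adjusted, at percentile 94.2. The study chose these genes on arrays that include 2RH30, so the count is not independent evidence of their direction. Outside this list, Ddit3, which encodes CHOP, differed by 0.82 (level-adjusted 0.56) and Xbp1 by 0.48 (level-adjusted 0.05). The sensor Atf6 differed by 0.47 (level-adjusted 0.12) and, in its other probe set, by 1.54 (level-adjusted 1.27). Eif2ak3, which encodes PERK and was dim, differed by 0.12 (level-adjusted 0.37). Differences between 2RH30 and the 2RH0 baseline were not analysed here.

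**Figure D2:**
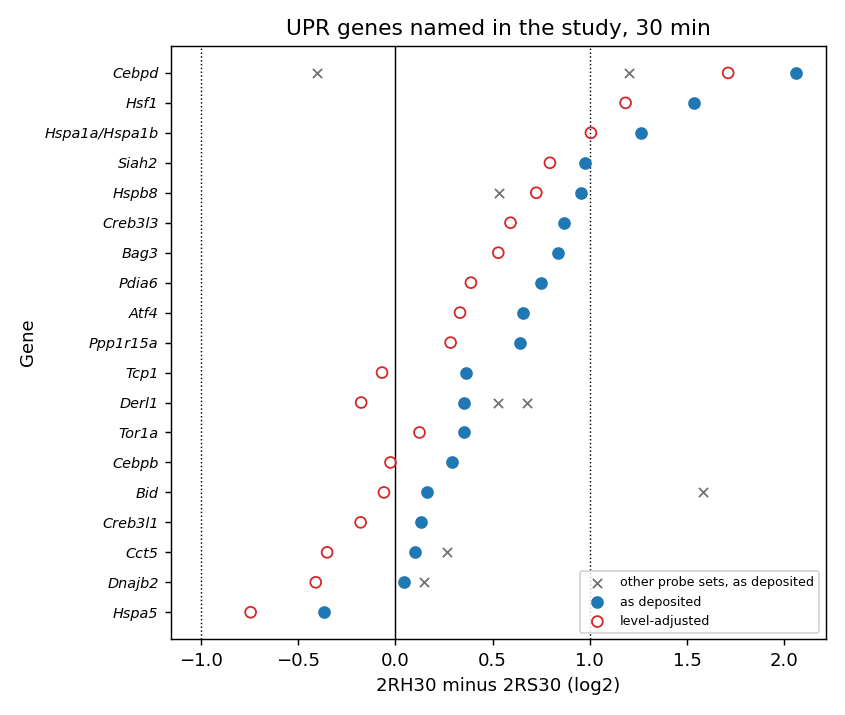
Difference between 2RH30 and 2RS30 (log2, horizontal axis) for the 19 measured UPR genes (vertical axis), as deposited (filled) and level-adjusted (open), with the other probe sets of the same gene as deposited (crosses). Dotted lines mark a 2-fold difference. As deposited, 18 genes lie above 0, and level-adjusted 11 do.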

### RH induces the expression of Grp78—Master initiator of UPR

A significantly increased amounts of glucose regulated protein (GRP) 78 protein over baseline expression has become an established indicator and marker for the presence of cellular ER stress (rev. in [38]). To confirm the induction of UPR in RH we performed western blot analysis as described in methods section (Fig 9). Grp78 was not detectable at any time point during acute hypoglycemia (2RS group). However, in the 2RH group, the presence of GRP78 was evident at baseline and increased >2–3 fold during the clamp (at 30 and 60 min), consistent with the induction of the UPR. In addition, Derlin-1 protein, functional component of the ER-associated degradation (ERAD) pathway for misfolded luminal proteins [39], was detectable in all protein lysates on the same blots. Notably, the relative Derlin-1 immunoreactivity was significantly increased in 2RH0 group, followed by decline to baseline levels (in 2RH60), consistent with the microarray data.

**Fig 9:**
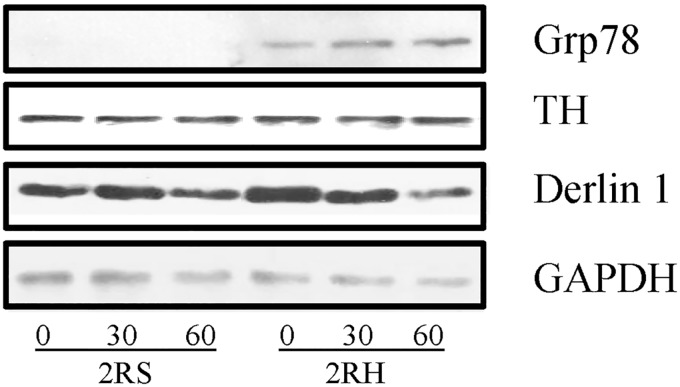
Western blot analysis confirms activation of UPR following RH. Total protein lysates from the right adrenal medulla of saline (2RS) and RH groups (2RH) were subjected to Western blot analyses as described in methods. Proteins were separated by SDS-PAGE, electroblotted and the membranes were sequentially probed with antibodies specific to Grp78, Derlin1, TH and GAPDH. Similar results were obtained in two separate replicate experiments.

## Discussion

In the current study we discovered a novel association between activation of UPR signaling following recurrent glucoprivation and the defective counter-regulatory response that was evident even in otherwise normal rats. For the first time our whole genome expression profiling approach illustrated DEGs in the adrenal medulla of rats that were unique to the exposure to RH. 

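Chaperone mRNAs were compared between 2RH30 and 2RS30. Hspa5, which encodes Grp78, had a log2 value of 7.58 in 2RS30 and 7.21 in 2RH30, a difference of -0.37 (level-adjusted -0.74). The Hsp70 genes Hspa1a and Hspa1b are near-identical and were both looked up to 1 probe set, which cannot tell them apart and read 5.98 in 2RS30 and 7.24 in 2RH30, a difference of 1.26 (level-adjusted 1.01). Hspb8, which encodes Hsp22, differed by 0.96 (level-adjusted 0.72), and its other probe set by 0.53 in both forms. Tor1a, an ATPase of the ER lumen, differed by 0.35 (level-adjusted 0.12). Dnajb2, an Hsp40 protein, differed by 0.05, and the chaperonin subunits Tcp1 and Cct5 by 0.36 and 0.10. These 3 lay below 0 when level-adjusted, at -0.41, -0.07 and -0.35. The SD between probe sets of a gene, 0.55 to 0.79 at these levels, is larger than the deposited differences of Hspa5, Dnajb2, Tcp1, Cct5 and Tor1a. Level-adjusted, Hspa5 and the Hspa1a and Hspa1b probe set exceeded it, and Hspb8 did not. Among probe sets of similar level, the sizes of their deposited differences lay at percentiles 41.4, 92.0 and 78.4. The SD holds no spread between animals or pools, so exceeding it does not establish a difference.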

We showed that among the RH-activated networks are ER stress and UPR, including up-regulation of UPR-related chaperones (Grp78 master initiator of UPR and other members of the Hsp70 family; Dnajb2, Hsp22, Tcp and Tor1). We also identified up-regulation of transcription factors (ATF4, Cebpb, Cebpd, CREB3L1, CREB3L3, and HSF1) and proteins involved in ERAD (Derlin-1, ERP5, SIAH, E3 ligases; Figs 7 and 8). This is the first report of the potential role of UPR in TH biology or during HAAF. 

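The mRNAs for the transcription factors were compared in the same 2 pools. The paper's comparisons for these genes and the chaperones above include 2RH30 against 2RH0, and for Derlin-1 and ERP5 the baseline. Those were not analysed here. Both pools come from clamped rats, so a rise common to both groups would not show. Hsf1, the main activator of heat shock genes, was 6.45 in 2RS30 and 7.99 in 2RH30, a difference of 1.54 (level-adjusted 1.18). Cebpd differed by 2.06 (level-adjusted 1.71) in its brightest probe set, but its other probe sets differed by 1.20 and -0.40 (level-adjusted 0.95 and -0.74). Creb3l3 differed by 0.87 (level-adjusted 0.59), and Atf4, the effector of PERK, by 0.66 (level-adjusted 0.33). Creb3l1 and Cebpb differed by 0.13 and 0.29, and were at -0.18 and -0.03 when level-adjusted. Among genes of the degradation pathway, the E3 ligase Siah2 differed by 0.97 (level-adjusted 0.80) and Pdia6, which encodes ERP5, by 0.75 (level-adjusted 0.39). The 3 probe sets of Derl1, which encodes Derlin-1, differed by 0.35, 0.53 and 0.68, and level-adjusted by -0.18, 0.00 and 0.19. Of these genes, Hsf1, Cebpd, Siah2, Creb3l3, Pdia6 and Atf4 differed as deposited by more than the SD between probe sets at their level. Level-adjusted, only Hsf1, Cebpd and Siah2 of these did. Many other probe sets exceed that SD as well. Among probe sets of similar level, the sizes of the 6 deposited differences lay at percentiles 94.2, 98.6, 77.8, 76.6, 71.8 and 64.6, in the order named first. As above, exceeding that SD does not establish a difference, because it holds no spread between animals.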

We speculate that the induction of UPR-related general inhibition of translation and potentiated decay of ER-localized mRNAs together with the disturbed Ca^2+^ homeostasis and suppression of the regulated secretory pathway appear to contribute significantly to the altered regulation and diminution of adrenal catecholamine production and release in HAAF.

### A prior exposure to RH results in prolonged changes in adrenal gene expression profiles

Through gene expression profiling, a total of 1,122 differentially-expressed genes were identified in response to acute hypoglycemia in the current study (genes altered two-fold or more at 60 min time point vs 0 time point on day 4 –Fig 1, 2RS60 vs 2RS0). This number was similar (1,100 DEGs) for the animals exposed to RH (2RH60 vs 2RS0) confirming that in both cases there was a significant transcriptional re-programming of adrenal chromaffin cells. Notably, several genes remained affected even 20 hrs after the last antecedent episode of RH (2RH0 vs 2RS0, Figs 5A and 6A, for complete list of unique genes see S1 Table). Among the top score process networks identified for unique genes in the 2RH group at baseline were apoptosis, neuropeptide signaling and interestingly, ER stress (Fig 6A).

The mRNAs encoding both, Derlin-1 and ERP5 (also named Protein disulfide isomerase (EC 5.3.4.1), PDIA6) were significantly upregulated in the 2RH0 group, compared to the 2RS0 (Fig 6A and S1 Table). The ER not only provides mechanisms to facilitate folding of newly synthesized secretory and membrane proteins, but also harbors molecular machineries that eliminate proteins that fail to fold or assemble correctly ([40]). We confirmed the significant upregulation of Derlin-1 protein during RH by Western blot (Fig 9). While altered expression of Derlin-1 was not associated with HAAF so far, physiological or pathological changes in Derlin-1 expression levels have been shown to affect glucose-stimulated insulin secretion by altering the surface expression of ATP-sensitive potassium channels ([39]).

ERP5 is known to catalyze formation, reduction, and isomerization of disulfide bonds in proteins, and to play a role in folding of disulfide-bonded proteins ([41]). It reacts with substrates that are known to associate with Grp78, including those targeted for ER-associated degradation ([42]). In this regard, we also identified an increase in Grp78 immunoreactivity in the 2RH group, evident at baseline and gradually enhanced during the clamp portion of the experiment (Fig 9), thus confirming the induction of ER stress in the AM of animals exposed to RH.

In many cell types glucose uptake occurs by facilitated diffusion and is affected by blood glucose concentration ([43]). Our results support the notion that in addition to the well described CNS-mediated trans-synaptic effects of hypoglycemia, deranged glucose fluxes in central and peripheral tissues, including AM caused by antecedent glucoprivation, may disturb cell homeostasis inducing ER stress and UPR.

Another set of genes, encoding several neuropeptides (including PENK, NPY and galanin) which are co-released with catecholamines in neuronal activity-dependent manner ([44]), were also significantly increased in the 2RH0 group (Table 1, Fig 6A, S1 Table). Our data are consistent with previously reported long lasting overexpression of several neuropeptides in response to stress (including acute hypoglycemia, [45], [46], [47]). These elevated neuropeptides can be logically assigned relevant to the defective CRR in HAAF: opioids exert an almost universal suppressive paracrine effect on the secretion of classical neurotransmitters, neuropeptides, and hormones in neurons, adrenal chromaffin and other cells ([48]). Furthermore, opioid receptor blockage has been shown to prevent HAAF ([49,50]). NPY is also known to exert a negative feedback loop on TH expression and both, NPY ([51], [52], [53]) and galanin [54], [55] can control adrenal secretory capacity. Recently NPY expression was found required for fasting-induced autonomic synaptic plasticity at the preganglionic-chromaffin cell synapse ([56]).

### Unique genes and process networks/pathways induced during the hyperinsulinemic—hypoglycemic clamp in animals, previously exposed to RH

In the current study a total of 213 adrenal genes were identified as unique for the 2RH60 group (vs. 2RS60 –maximal response to hypoglycemia group). From them, 51 were significantly induced and 162 were suppressed (Fig 5A). The majority of the down regulated genes belonged to process networks involved in synaptic contact/cell adhesion (Scd2, Syt, NRNX, SNAP25), calcium transport (PKD2, CALM, NOL3, Ca^2+^–ATPase 2), transmission of nerve impulse, and exocytosis (NET, Rab3, Syt, SNAP25) (Fig 6B). These include genes encoding synaptotagmins—synaptic vesicle membrane proteins abundant in nerve and some endocrine cells proposed to function as calcium sensors in the regulation of neurotransmitter release and hormone secretion ([57, 58]). More specifically, Syt1 is recognized as a Ca^2+^ sensor for fast synchronous neurotransmitter release in forebrain neurons and chromaffin cells ([59, 60]) and Syt7 as a major Ca^2+^ sensor for exocytosis in chromaffin cells [61,62]. Recently it was found that Syt1 and Syt7 play an essential overlapping role in maintaining the readily- releasable pool of vesicles, in addition to their gene-specific function as Ca^2+^ sensors and fusion clamps [61].

Ca-binding synaptotagmins are involved in both, early synaptic vesicle docking to the presynaptic membrane (via interaction with neurexin beta or SNAP25) and the late steps of synaptic vesicle fusion with the presynaptic membrane ([63]). Those genes were also found down regulated in our study. Our results suggest that the observed down regulation of multiple genes involved in Ca^2+^ transport, synaptic contact and exocytosis and the developing of ER stress/activation of the UPR response in adrenal medulla of repeatedly hypoglycemic animals may be related to the reduced epinephrine secretion during HAAF.

It is worth mentioning that the gene encoding protein phosphatase 2 regulatory subunit B (PP2A) is among the few unique genes significantly induced in the 2RH60 group in our study (Fig 6B, S1 Table). PP2A is one of the four major Ser/Thr phosphatases with diverse function in the cell (rev. in [64]) and its B subunit might modulate substrate selectivity and catalytic activity. Interestingly the increased expression of PP2A (known to dephosphorylate TH enzyme *in vitro*—[65], [66]) correlated with the decline in phosphorylated TH enzyme at later time points in the 2RH group ([25]). Thus we speculate that ER stress and activation of UPR may account for the posttranscriptional regulation of TH previously reported by us during HAAF where both, TH mRNA longevity and TH translation are reduced (due to IRE1-dependent decay of ER membrane-associated mRNAs [67] and global inhibition of translation induced by UPR activation [68]). They would also promote faster inactivation of TH enzyme (either via PP2A mediated dephosphorylation at Ser40 or proteasomal degradation by the ERAD [69]). In this regard, one earlier study has demonstrated that a fraction of TH enzyme is an integral component of bovine chromaffin granule membranes ([70]) and could thus serve a purpose in coordinating TH activity and catecholamine release.

A potential contribution of adrenal ubiquitin proteasome system and ER stress in blunting the sympathoadrenal responses in HAAF has not been reported before. Accumulating evidence indicates that ER stress-mediated cell dysfunction and death is involved in the pathogenesis of human chronic disorders including metabolic diseases (obesity and Type 2-diabetes) and neurodegeneration ([38]), and UPR has been a growing subject of extensive investigations as a potential therapeutic target ([71], [72], [73], [74], [75], [76], [77], [78], [79], [80], [81]). Although the possible impact of chronic adrenal ER stress in the development of HAAF has not been tested previously, it has been shown that acute hypoglycemia in rodents increases several biochemical markers of the UPR and glucose production in the liver (not in the kidneys or the pancreas [82]).

### Evidence for activation of adrenal UPR during subsequent episode of hypoglycemia in RH animals

Pathway analysis indicated that “*Protein folding*” was the most significantly enriched item in the distribution by process network for common genes (2RH30 vs.2RH0 and 2RH60 vs. 2RH0, Fig 7, comparison shown on Fig 5B) and “Response to unfolded proteins” was in the top 5 scored networks. A gene set for “Protein folding and response to unfolded proteins” includes molecular chaperons, members of the 70 kDa heat shock protein family (HSP70, HSPA1A, HSPA1B), 40kDa heat shock protein family (DNAJB2), small heat shock proteins (HSP22), heat shock factor 1 (HSF1) and BCL2-associated athanogene 3 (BAG3 –co-chaperone shown to regulate formation of SNARE complex and insulin secretion in beta cells [83]), indicating that activation of UPR may be a significant aspect of the altered responses to hypoglycemia and defective CRR in HAAF.

Diverse physiological or pathological challenges can provoke ER stress and activate the set of intracellular signaling pathways termed the UPR ([75]). Beneficial outputs of UPR restore homeostasis and normal ER functions, while destructive outputs trigger programmed cell death ([84], [85], [38]). Prior to this report, activation of UPR in the adrenal medulla has not been described in HAAF, yet it has been implicated in the proper functioning and survival of pancreatic islet beta cells in Type 1 and Type 2 diabetes ([77], [86]). Accumulation of unfolded or misfolded proteins in the ER causes the dissociation of Grp78 chaperone from the three widely expressed ER transmembrane sensors: protein kinase RNA (PKR)-like ER kinase (PERK), activating transcription factor-6 (ATF6), and inositol-requiring enzyme-1 (IRE1a), eliciting the UPR. Combinatorial signals from IRE1a, PERK, and ATF6 initially trigger transcriptional programs that up-regulate genes encoding many ER chaperones, oxidoreductases, and ERAD components ([38]). The UPR also imposes a transient translational block during ER stress and promotes decay of ER-localized mRNAs ([87]) in a stress-dependent manner, thereby concentrating available resources to allow preexisting proteins to fold before new ones are made (rev. in [88], see Fig 8). Stress levels in the ER are reflected in the degree of activation of IRE1a, PERK, and ATF6; therefore, these upstream sensors are centrally poised to receive and transmit the information needed by the cells to commit in a dichotomous manner either toward adaptation or self-destruction.

#### Limitations of design

Our study was not designed to address causality in our integrative view of the altered stress responses following RH. The cause and effect relationships between ER stress, UPR and the attenuated epinephrine responses in HAAF will be tested in validation experiments in the future. In addition, in our microarray analysis data we selected relatively high p-value cut off (two-fold and more) and the actual number of genes with biologically significant changes in gene expression could be higher. It should be also mentioned that our observation and the interpretation of the results are based on few time points studied—before and during the exposure to acute hypoglycemia and RH. Given the highly dynamic changes in variety of homeostatic processes we may have missed some events. Moreover, we measured the mRNA levels, not the protein or its function.

## Conclusions

We used microarray experiments to uncover genes regulated by acute hypoglycemia and RH in the adrenal medulla of normal SD rats. Overall, the reported observation underscores a physiologically important role for ER stress and the UPR to alter the peripheral sympathoadrenal components of the stress response to hypoglycemia. To date, no mechanisms linking the attenuated adrenal epinephrine response in HAAF to ER stress and UPR have been described. Although we do not provide direct evidence to support this hypothesis, we propose that the epinephrine responses to hypoglycemia result from a complex and dynamic interplay between centrally mediated trans-synaptic stimulation of catecholamine synthesis and release, as well as the opposing effects of cellular ER stress and the activation of UPR caused by glucoprivation. Further functional studies are necessary to confirm these correlations and validate the biological significance potentially leading to the useful therapeutic targets for many metabolic disorders.

## Supporting information

S1 Table Comparison analysis of DEGs during acute hypoglycemia and RH. DEGs were identified for 0 time point (before) and 60 min time point (during the hypoglycemic clamp) for 2RS and 2RH experimental groups. Overlapping genes regulated at all conditions and genes unique for each time point (2RH0 compared to 2RS0 and 2RH60 compared to 2RS60) are listed on separate spreadsheets.
(XLSX) Click here for additional data file.

S2 Table Comparison analysis of DEGs at different time points during RH. DEGs were identified before (at 0 time point) and during (at 30 and 60 min) the hypoglycemic clamp in the 2RH experimental group. DEGs common for all conditions, and genes unique for 2RH30 (vs. 2RH0) and for 2RH60 (vs. 2RH0) are listed on separate spreadsheets.
(XLSX) Click here for additional data file.

S1 Text Abbreviations for Figs 6 and 7. (DOCX) Click here for additional data file.

# Supplementary material for: Whole genome expression profiling associates activation of unfolded protein response with impaired production and release of epinephrine after recurrent hypoglycemia
**Source:** PLoS One. 2017 Feb 24;12(2):e0172789. doi: 10.1371/journal.pone.0172789
**Supplement:** S1 Text

**Abbreviations for Figs 6 and 7:**

ERP5 (PDIA6) - protein disulfide isomerase family A member 6

Sdc-2 - syndecan 2

NRNX – neurexin

SYTVII - synaptotagmin VII

SYTI - synaptotagmin I

SNAP-25 - synaptosomal-associated protein 25 kDa

CALM – calmodulin

NRG1- neuregulin1

GRID2- glutamate receptor, ionotropic, delta 2

SLC25A12 - solute carrier family 25 (aspartate/glutamate carrier) member 12

PKD2- polycystic kidney disease 2

DREAM (KCNIP3) – potassium voltage-gated channel interacting protein 3

NOL3 (ARC) - nucleolar protein 3 (activity regulated cytoskeleton associated protein)

BPAG1 (DST) – dystonin

PKC - protein kinase C

RET- ret proto-oncogene

BPAG2 (COL17A1) - collagen type 17 alpha1

ASIC- acid-sensing ion channel

Glrb- glycine receptor, beta

mGluR7- metabotropic glutamate receptor 7

MAP-1B - microtubule-associated protein 1B

AGGF1- angiogenic factor with G patch and FHA domains 1

AGTR- angiotensin receptor

CBP- CREB-binding protein

MAPKAPK2 - mitogen-activated protein kinase-activated protein kinase 2

ID1- inhibitor of DNA binding 1

IRP - iron-responsive element binding proteins

IRF7 - interferon regulatory factor 7

NET - norepinephrine transporter

PP2A (PPP2R2B) – protein phosphatase 2, regulatory subunit B, beta

Rab3C – member, RAS oncogene family.

BAG-3- bcl2-associated athanogene 3

HSF1- heat shock transcription factor 1

DNAJB2- DnaJ (Hsp40) homolog, subfamily B, member 2

HSP22 (HSPB8) – heat shock 22kDa protein 8

HSPA1A- heat shock 70kDa Protein 1A

BAG4 (SODD) – silencer of death domains

HSPA1B - heat shock 70kDa protein 1B

TCP1-epsilon (CCT5) – chaperonin containing TCP1, subunit 5 (epsilon)

GADD45 gamma – growth arrest and DNA-damage inducible, gamma

TOPBP1 – topoisomerase 2 (DNA) binding protein 1

NFkB1 – nuclear factor of kappa light polypeptide gene enhancer in B-cells 1

BTG2 – B cell translocation gene 2

ATF3 – activating transcription factor 3

Bid – BH3 interacting domain death agonist

PPARd- peroxisome proliferator activated receptor delta

C/EBPb – CCAAT enhancer binding protein beta

SIAH2 – siah E3 ubiquitin protein ligase 2

IRS2 – insulin receptor substrate 2

EGR1- early growth response 1

SMAD3 - similar to the gene products of the Drosophila gene 'mothers against decapentaplegic' family member 3

WNT – wingless type MMTV integration site family member

Giot1- gonadotropin inducible transcription repressor 1

BTG1 – B-cell translocation gene 1, anti-proliferative

CREM – cAMP responsive element modulator

GADD34 (PPP1R15A) - protein phosphatase 1, regulatory subunit 15A

OASIS (CREB3L1) – cAMP responsive element binding protein 3-like 1

NUR77 (NR4A1)- nuclear receptor subfamily 4, group A, member1.

How the deposited data were processed for this re-analysis (not part of the article)

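Total RNA from the left adrenal medulla of 6 rats per group was pooled and hybridized to 1 Affymetrix rat genome array per group. Both groups at the 30 min time point were analysed here, 2RH30 and 2RS30, and the other times of the study were not analysed here. The authors deposited 1 log2 value per probe set and array. Their submission notes name Affymetrix Expression Console, with no version; the paper names GCRMA in Partek for its own analysis and describes the deposited data as quantile-normalized. The sorted values of the 2 arrays differ by up to 0.59 with the controls and by up to 1.45 without them. The summarization method is not given in the sources used here, and the log2 scale is read from the range of the values.
No model or test was fitted, because each group has 1 array. The number of arrays limits the precision of every value, and the spread between animals is not known. The result of each comparison is the deposited value of 2RH30 minus that of 2RS30. Probe sets were counted at the 2-fold threshold of the study. A level-adjusted difference was made by subtracting a lowess curve of the difference on the mean level (fraction 0.3, 3 iterations). Probe sets whose values lie below the median of their array on both arrays, 12596 of 31042, are called dim.
Probe sets were named from the annotation of the array platform, with symbols brought up to date by gene number through RefSeq for the GRCr8 assembly. A single gene was named for 20826 probe sets, several genes for 436 and none for 9780, and gene numbers matched for 20758. Genes of several probe sets were read from the one with the highest mean level. Table genes of the study were matched by transcript where the table gives one, and otherwise by symbol.
Most genes named in the text were chosen by a rule written before the data were examined. It took the 10 highest and 10 lowest genes that are not dim and whose probe sets that are not dim go one way. A gene with 1 probe set meets that condition by construction. The rule also took the UPR genes the study names and up to 2 highest and 2 lowest members of each other list that are not dim. Genes of the tables and main pathways of the paper, whose values in the paper had been seen, were taken as well. Lists of 23 gene groups were also written before the data were examined. The median of a list was placed among 10000 random lists matched on mean level in 20 bins, and its interval was taken from 2000 bootstrap resamples of its members. Macrophage markers other than the highest and lowest are named in the closing text because their direction was singled out after their values were seen. Hspe1, the dim Adcyap1 and Vip, and Pdyn and Klf6 are also named outside the rule.
The method was tested on simulated data, made by shuffling level-adjusted differences within level bins of the 31042 probe sets. Of 200 probe sets given a difference of 2 on the log2 scale, 89.5% were called 2-fold different in the right direction, and of 200 given a difference of 1, 57.5% were. The simulated scatter is the observed one, which by itself puts 16.1% of the bright probe sets past 2-fold, so false calls were not measured. Of 100 lists of 20 genes shifted by 0.5, 82% lay above percentile 97.5 over 14217 genes, against 28% of lists shifted by 0.25 and 3% of lists not shifted. Shuffling removes any co-variation between the members of a list. The 3% is therefore not a rate of false calls for lists of related genes.
Alternatives were centring on the median, quantile normalization of the 2 arrays to each other, the lowess adjustment, leaving out dim probe sets, 1.5-fold and 3-fold thresholds, 1 probe set per gene, the mean over the probe sets of a gene, leaving out probe sets that can match several transcripts, and random lists not matched on level. The lowess adjustment together with the mean over probe sets was added after the data were seen. The scripts used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.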

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

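The lowess adjustment and the gene lists were planned, and their use to weigh explanations, like the other tests in this part, was chosen after the results were seen. A difference of 2-fold or more between 2RH30 and 2RS30 was found for 6977 probe sets, a comparison the paper does not report. The tables argue against 3 explanations of most of it. RNA degradation would change the 3' minus 5' difference of the control genes, and its mean change over 3 genes was 0.0084 (SD 0.27). The level trend leaves 5956 probe sets past the threshold once removed. Different amounts of RNA of each gene should move the probe sets of a gene together. Yet among genes whose probe sets were not dim, 345 had a 2-fold level-adjusted difference. Of these, 53.6% had a second probe set of the same sign (95% exact binomial interval 48.2 to 59.0%). A candidate explanation that stays open is weaker sample signal on the 2RS30 array, since the bioB control differed by -3.25, although scatter from that source was not separated from other scatter.
The 10 genes that Table 1 lists as raised at baseline were all higher in 2RH30 at 30 min, with a median of 1.46, and the 8 measured genes it lists as lowered were higher as well as deposited, with a median of 0.88 (level-adjusted, 6 of 8 were higher). For the raised genes, the level trend is argued against by a level-adjusted median of 1.21, and scatter of single probe sets by its place at percentile 100 of random lists. The lowered genes of Table 1 had a level-adjusted median of 0.56, above the central 95% of the random lists, at percentile 98.0. As a set they thus did not show a baseline decrease carried over to 30 min. The 11 measured genes that Table 3 lists as lowered, also at baseline, went the other way when level-adjusted. Their median was then -0.36, at percentile 3.2 and inside the central 95%, with 8 lower, against 0.08 and 4 lower as deposited. Carry-over of lowered genes therefore stays open, as the 2 tables differ. A lasting effect of RH on the raised genes stays open, untested, as each group is 1 pool.
The macrophage and leukocyte markers had a median of 0.64, at percentile 98.3. C1qb, C1qc and Cd68 differed by 1.38, 1.33 and 1.60 (level-adjusted 1.03, 1.06 and 1.61), and C1qa by 2.71 (level-adjusted 3.04) from a 2RS30 value of 3.06 under the 5th percentile of that array, 3.67, but Ptprc and Csf1r by -0.71 and -0.77 (level-adjusted -0.79 and -0.89), and the abundant Lyz2 by 0.55 (level-adjusted 0.03). The level trend as the whole source is argued against by a level-adjusted median of 0.49, at percentile 97.8. Chance among the lists cannot be told apart from a shift of these genes. Of 23 lists, 3 as deposited and 2 level-adjusted lay outside the central 95% of random lists, where 1.15 would by chance.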

How the results depend on the processing

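The alternatives were set before the data were examined, except lowess joined with the mean over probe sets. Against 3226 probe sets higher and 3751 lower as deposited, 1.5-fold gave 7068 and 7174, 3-fold 928 and 1353, and 1 probe set per gene 1630 and 1368; these differ by construction. Without dim probe sets 1745 were lower, and 61.9% of calls were then higher, against 46.2%. Between-array scalings kept both counts within 1.5 times. The UPR median of 0.64 was 0.28 after lowess, and its percentile was 99.5 among random lists not matched on level. The median of ER chaperones and ERAD, 0.38, was 0.000908 after quantile normalization, -0.033 after lowess and 0.0297 after lowess with the mean over probe sets. The heat shock percentile was 95.6 after lowess. The other medians of these lists and of the PERK-ATF4 list stayed within their bootstrap intervals. The heat shock interval was wide, -0.06 to 0.83, and its median was 0.15 after lowess with the mean over probe sets. The UPR median was 0.31 after quantile normalization. Of genes in Table 1 listed as lowered, 0 were lower as deposited, 1 after quantile normalization, 2 after lowess and 1 after lowess with the mean; for Table 3 it was 4, then 8 after quantile normalization and 8 after lowess. Averaging over probe sets turned Nrg1 from 1.40 to -0.0823 and Pdyn from 1.23 to -0.20; joined with lowess they were -0.15 and -0.45, and Klf6 went from 1.25 to -0.0585. Beyond those, the cause was not tested. Over the named genes and all list members, 2374 of the alternative values moved by no more than the SD between probe sets, 109 moved by more, some of them with a change of sign in genes under 2-fold, and the 5 just named changed sign in genes at 2-fold or more. Pseudocounts were not run, because the values are on a log scale. No paired analysis was possible because each group has 1 array. Signal over background is not given for these values, so dim probe sets have no stated limit.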

Differences from the paper's values

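The paper names Grp78 among the chaperones up-regulated by RH. Of the 19 measured UPR genes it names as affected, 18 were higher in 2RH30 than in 2RS30 as deposited, and 11 level-adjusted. Hspa5, which encodes Grp78, was the gene that was lower as deposited, at -0.37, and was -0.74 level-adjusted. The paper's comparisons for these genes include 2RH30 against 2RH0, which was not analysed here, and its Grp78 result in Fig 9 is for protein.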

Other observations

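Of the lists reported here, which leave out the heat shock genes and the macrophage and leukocyte markers given above with their percentiles, neuropeptides and their processing genes had a median outside the central 95% of random lists, and the medians of the others lay inside it. The neuropeptide median was 0.68, at percentile 99.7 of random lists, and 0.45 level-adjusted, at percentile 99.4; 7 of its 21 measured members stand in Table 1 of the paper, so the list is not independent of the study. Penk, the enkephalin precursor, differed by 2.28 (level-adjusted 1.77), Nts, neurotensin, by 2.14 (level-adjusted 2.04), Npy by 1.59 (level-adjusted 1.13) and Gal by 1.34 (level-adjusted 1.30), while Sst, somatostatin, differed by -0.91 (level-adjusted -0.83). Of the 21 members, 7 were 2-fold or more higher and 2 lower, the dim Adcyap1 and Vip at -1.50 and -1.10 (level-adjusted -1.05 and -0.72), and level-adjusted 4 were higher and 1 lower. The other probe set of Adcyap1, also dim, differed by -0.03 (level-adjusted 0.39). The 7 include Pdyn, which was -0.20 with the mean over probe sets. Of genes of catecholamine synthesis and storage, 0 of 18 differed by 2-fold, but with the mean over probe sets Gch1, an enzyme of cofactor synthesis, differed by 1.26 (level-adjusted 0.90). Th differed by 0.51 and Pnmt by 0.31, both below 0 when level-adjusted at -0.08 and -0.27, and Dbh by 0.95 (level-adjusted 0.45). Of genes the paper discusses at 60 min, Snap25 differed by -0.83 (level-adjusted -1.07), Syt1 by -0.09 (level-adjusted -0.31) and Syt7 by 0.24 (level-adjusted -0.14). The norepinephrine transporter Slc6a2 differed by -0.60 (level-adjusted -0.82) and the PP2A subunits Ppp2r2a and Ppp2r2b by 0.06 and -0.53 (level-adjusted -0.46 and -0.59). Of others, Sdc2 differed by 0.84 (level-adjusted 0.45), Calm2 by 0.71 (level-adjusted 0.42) and the dim Nol3 by 0.16 (level-adjusted 0.33). Rab3c differed by -0.32 (level-adjusted -0.81) and Pkd2 by 0.34 (level-adjusted -0.17).
Glucocorticoid-induced genes had a median of 0.60, at percentile 95.1, and 0.22 level-adjusted. Immediate-early genes had a median of 0.43 (level-adjusted 0.20). Nr4a3 was at 1.58 (level-adjusted 1.17), and its other probe sets were at 0.36 and 0.96 (level-adjusted 0.09 and 0.80). Jund was at -1.38 (level-adjusted -1.75), but its other probe sets were at 1.61 and -0.50 (level-adjusted 1.31 and -0.73). Arc, an activity-induced gene, was at -1.01 (level-adjusted -1.37). Interferon response genes had a median of 0.39 (level-adjusted 0.14), with Psmb8 and Isg15 at 1.57 and 1.54 (level-adjusted 1.28 and 1.11), and with Irf9 and Ifit1 at -1.16 and -0.56 (level-adjusted -1.17 and -0.61). The other probe set of Irf9, which was dim, went the other way, at 0.49 (level-adjusted 0.94). Acute-phase and NF-kB genes had a median of 0.16 (level-adjusted 0.21), with Timp1 at 1.73 (level-adjusted 1.32) and Il6 at -1.48 (level-adjusted -1.29). The median was 0.42 for catecholamine genes (level-adjusted 0.09), 0.34 for exocytosis genes (level-adjusted 0.14), 0.16 for calcium genes (level-adjusted -0.08), 0.16 for glycolysis (level-adjusted -0.03) and 0.33 for PP2A subunits (level-adjusted 0.23). After lowess with the mean over probe sets, the calcium and glycolysis medians were above 0 at 0.25 and 0.22, and the exocytosis median was 0.04.
Of cell type markers, adrenal cortex genes had a median of 0.60 (level-adjusted 0.09), chromaffin cell genes 0.41 (level-adjusted 0.07), endothelial genes 0.20 (level-adjusted 0.10, and below 0 at -0.03 after lowess with the mean over probe sets), red blood cell genes 0.29 (level-adjusted -0.16), Schwann and sustentacular cell genes 0.25 (level-adjusted 0.13), fibroblast genes 0.03 (level-adjusted 0.20), fat cell genes -0.35 (level-adjusted -0.36) and housekeeping genes 0.40 (level-adjusted 0.14). Without dim members, the medians of acute-phase, fibroblast, endothelial, calcium and glycolysis genes were 0.68, 0.53, 0.41, 0.34 and 0.25. With the mean over probe sets, those of acute-phase, fibroblast, Schwann, glycolysis and housekeeping genes were 0.05, 0.06, 0.11, 0.32 and 0.67. After lowess with that mean, the fibroblast and adrenal cortex medians were 0.01 and 0.22. Of the 13 measured adrenal cortex genes, 1 was dim. The cortex gene Cyp11b1 read 10.98 in 2RS30 and 11.46 in 2RH30, near Th at 11.45 and 11.96. The pools thus held RNA of cortex genes, and the cell type behind the other differences was not tested. In the tables of the paper for other times, 6 of 7 measured genes raised and 6 of 10 lowered in Table 2 had that direction at 30 min, as did 3 of 3 raised and 4 of 11 lowered in Table 3. Level-adjusted, these were 5 of 7 and 6 of 10 in Table 2, and 2 of 3 and 8 of 11 in Table 3.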
